A study of Mus musculus with 249 samples. Its data were reported in "Multiplex-GAM: genome-wide identification of chromatin contacts yields insights overlooked by Hi-C" (2023).

How the data were processed

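The 249 libraries came from genome architecture mapping (GAM) of 46C cells, a mouse embryonic stem cell line. In GAM, nuclei are cut into thin cryosections, slices of nuclei (nuclear profiles) are picked by laser microdissection, and the DNA of each tube is amplified and sequenced. Each library of this collection pooled several nuclear profiles from different cells. The sample titles give 4 profiles per tube, while the series description gives a lower average per library, because not every cut profile holds a piece of the nucleus.

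Per the paper's methods, the authors aligned the reads to the mouse assembly mm9 with Bowtie2, removed duplicate reads with Samtools, and used GAMtools to call each window of 40 kb positive in a library at a fixed threshold of 4 reads. The deposited table holds 1 column per library and 1 row per window, with the value 1 for a positive window and 0 for any other. It covers only libraries that had passed the quality control of the authors, so each comparison of protocols below is conditional on passing. The table keeps no read counts, so the sequencing depth behind a call is unknown, and a value of 0 cannot be separated into absence and too few reads. No count model and no interval based on depth was used.

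All 249 columns were matched to sample labels by the library name that the labels give, and 0 columns were left over. Groups were taken from the sample titles, also where the protocol text disagrees with them, as it does on the staining of the SYBR Gold libraries and on the proteinase K volumes. The titles place the libraries in 11 experiments with 20 groups, and each experiment was processed on its own plate or plates, so experiment, plate and protocol cannot be separated across experiments. Protocols were therefore compared only within an experiment. Replicate numbers only name libraries and pair none of them.

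For each library, 2 measures were computed. Coverage was the percent of the 68162 listed windows that were positive. The neighbour share was the percent of a library's positive windows with at least 1 positive adjacent window on the same chromosome, which is high when positive windows form runs and low when they are scattered. Arms were compared by the difference of their means with a two-sided permutation test, by exact enumeration where an arm held fewer than 10 libraries and by 100000 resamples otherwise, and p-values were adjusted with the Benjamini-Hochberg method over the 22 contrasts of both measures. Values across the 11 experiments were compared with a permutation test of the F statistic (100000 resamples).

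Single windows were compared between groups with Fisher's exact test, two-sided, over windows positive in at least 3 of the compared libraries, with Benjamini-Hochberg adjustment over windows and a threshold of 0.05. For each chromosome, the percent of its windows positive minus the percent of all other autosomal windows positive was taken in each library. These differences were tested with a two-sided sign-flip permutation test over libraries (100000 resamples) and, across experiments, with a permutation test of the F statistic (10000 resamples), both adjusted over 21 chromosomes.

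Contact maps were computed for autosomes and chromosome X from windows positive in at least 25 libraries. For each pair of windows up to 4 Mb apart, the normalized linkage D′ was computed, which is the co-segregation frequency minus the product of the detection frequencies of both windows, divided by the largest size that this difference can take given these frequencies. D′ was then turned into a z-score within each chromosome and distance. The precision of a map was measured as the Pearson correlation of z-scores between maps from random equal splits of the libraries, over 20 seeded splits. For merging in silico, up to 4 libraries were joined into 1 tube, in which a window was positive if it was positive in any of them. Domain boundaries were local minima of the insulation score, the mean D′ in a square of 400 kb, with a prominence of at least 0.5 SD of the score of the chromosome. The error of a mean D′ was the standard error of 100 bootstraps of libraries, and that of a named pair the standard error of 1000 bootstraps.

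The groups, the comparisons, their tests, the alternatives and the rule for naming windows were fixed before the data were examined, except where another choice is said to have been made later. The rule named window pairs in 4 regions taken from the study, on chromosome 3 from 30 to 39 Mb, chromosome 4 from 80 to 90 Mb, chromosome 6 from 49 to 54 Mb and chromosome 11 from 85 to 95 Mb. In each, it took the 2 pairs from 200 kb to 4 Mb apart with the highest z-score among pairs with a z-score above 1 in both sets of the first seeded split. It also named the 2 most often and the 2 least often detected autosomal windows among those positive in at least 25 libraries, and the 4 windows with the lowest p in each window test. Genes were taken from the GENCODE vM1 annotation, and GC content from a reference sequence whose chromosome lengths equal those of mm9.

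The window tests, the permutation tests, D′ and the boundary calls were tested on simulated data. With window tests of 16 against 10 libraries, 0% of windows whose rate had been set to 0.5 in 1 group were called, and 35.0% of those set to 0.9. With 54 against 195 libraries, 57.5% and 100% were called. The rates were set in the group of 16 or of 54 libraries and lay above those of most windows. Falls in detection were not simulated, so these shares do not give the power to find them. A shift of 2 SD gave p under 0.05 in 82.0% of 300 simulated comparisons of 6 against 5 libraries and in 70.7% of those of 4 against 5.

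The alternatives tried were autosomes only, windows positive in at least 25 libraries, medians in place of means, a logit scale for coverage, the neighbour share minus the value expected with windows placed at random, libraries with a coverage of at least 5%, each library of an arm of up to 5 libraries left out in turn, each library of a larger arm left out in turn (added after the data were seen), and the full collection left out. For windows and chromosomes they were a test stratified by tertile of library coverage, cresyl violet libraries as the only reference and log2 ratios in libraries with a coverage of at least 5%. For maps they were minimums of 40 and of 1 library per window, co-segregation in place of D′, a lower limit of distance of 200 kb, negative D′ removed, insulation squares of 200 and 800 kb, a prominence of 1 SD and matching of boundaries within 2 windows. The interaction probabilities of the SLICE model were not computed, and single-profile and Hi-C data were not used here. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.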

Results

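The libraries fell into 11 experiments. In 7 of them, arms with different protocols were compared. The reagent volume experiment varied the volumes used in whole genome amplification in protocols A (10 libraries), B (11) and C (10). The proteinase K experiment used volumes titled 1 µl (5 libraries) and 2 µl (6). One freezing experiment compared libraries frozen after the lysis incubation (10) with unfrozen ones (11), and the other compared freezing before lysis (early, 12 libraries) with freezing after it (late, 11). The PCR experiment used 25 (3 libraries), 23 (5) and 20 (4) cycles. The cresyl violet experiment compared sections stained with this dye (16 libraries) with unstained ones (10), and the kit experiment compared amplification kits titled large (11) and small (12). The other experiments had a single arm in the table, which was the unstained arm of tests of propidium iodide (20 libraries), SYBR Gold (10) and eosin (18) by their titles, and a full collection of 54 libraries from sections stained with cresyl violet. The protocol text of the SYBR Gold libraries describes staining with that dye although their titles say unstained, and the protocol text of the proteinase K arms gives smaller volumes than the titles. Groups follow the titles in both cases, so what these labels stand for is uncertain. Several protocol texts are also cut off at their end, so later steps could differ between any groups without being stated. The depth of each library was unknown.

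Of the 68162 listed windows of 40 kb, a library was positive on average in 18.2% ± 7.69 (SD over all libraries), from 3.40% (2318 windows) to 45.2% (30815 windows). The coverage of 5 libraries was below 5%. No pair of libraries held identical values. Of all listed windows, 93.4% were positive in at least 1 library, 90.2% in at least 25 and 77.0% in at least 40. Of the 61816 autosomal windows, 96.5% were positive at least once and 84.7% in at least 40 libraries. The median window was positive in 48 libraries. The neighbour share averaged 81.6% ± 11.7 (SD over all libraries), from 31.3% to 93.5%.

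To ask whether collection batches were comparable, both measures were compared across the 11 experiments. Mean coverage ranged from 14.1% ± 3.99 (SD, n = 11) in the proteinase K experiment to 22.6% ± 9.56 (SD, n = 23) in the early freezing experiment. Coverage differed between experiments (F = 3.52, permutation p = 0.00018), and 12.9% of its variance lay between them. The neighbour share differed as well (F = 6.21, permutation p = 2e-05), with 20.7% of its variance between experiments. Its mean ranged from 73.4% ± 15.3 (SD, n = 31) in the reagent volume experiment to 89.9% ± 2.90 (SD, n = 20) in the propidium iodide experiment. Leaving out the full collection moved the F statistics most, to 2.98 for coverage (permutation p = 0.00262) and 7.96 for the neighbour share (permutation p = 1e-05, the smallest the resamples can give).

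Within experiments, 2 of the 22 contrasts had an adjusted p under 0.05, and 6 had an unadjusted p under 0.05. Each experiment is its own batch, so these contrasts lie within batches. Within a plate, the arms filled separate columns, apart from a large-kit library in a column of the small kit. Arm and plate column therefore cannot be separated. Libraries frozen early had a coverage of 28.01% ± 8.23 (SD, n = 12) and those frozen late 16.8% ± 7.34 (SD, n = 11). The difference was 11.3 percentage points (permutation p = 0.00317, adjusted p = 0.0349), and 11 of the 12 early libraries lay above the mean of the late ones. With medians in place of means the difference was 12.7 points, and its adjusted p of 0.0917 no longer passed the threshold. Leaving out each library in turn, a check added after the data were seen, gave 10.2 to 12.7 points with adjusted p from 0.00759 to 0.0556, above the threshold in 14 of 23 cases, so that whether this difference passes depends on single libraries. The neighbour share was 89.1% ± 4.59 in the early and 82.7% ± 5.63 in the late libraries, a difference of 6.40 points that did not pass the adjustment (permutation p = 0.00758, adjusted p = 0.0556). Set against the share expected from coverage alone, the same difference was -10.9 points (adjusted p = 0.14).

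Libraries made with the large kit had a neighbour share of 66.1% ± 15.2 (SD, n = 11) and those made with the small kit 87.8% ± 2.98 (SD, n = 12). The difference was -21.8 percentage points (permutation p = 0.00011, adjusted p = 0.00242), and 9 of the 11 large-kit libraries lay below the mean of the small-kit ones. With medians the difference was -23.7 points, with an adjusted p of 0.0917, and with each library left out in turn it was -24.3 to -20.2 points. Set against the share expected from coverage alone, the difference was -7.83 points (adjusted p = 0.0282). Coverage was 14.6% ± 8.92 with the large and 22.9% ± 4.50 with the small kit. This difference of -8.25 points did not pass the adjustment (permutation p = 0.0111, adjusted p = 0.0611), but passed it over autosomes only (-9.02 points, adjusted p = 0.0398) and on the logit scale (adjusted p = 0.0294).

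**Figure D1:**
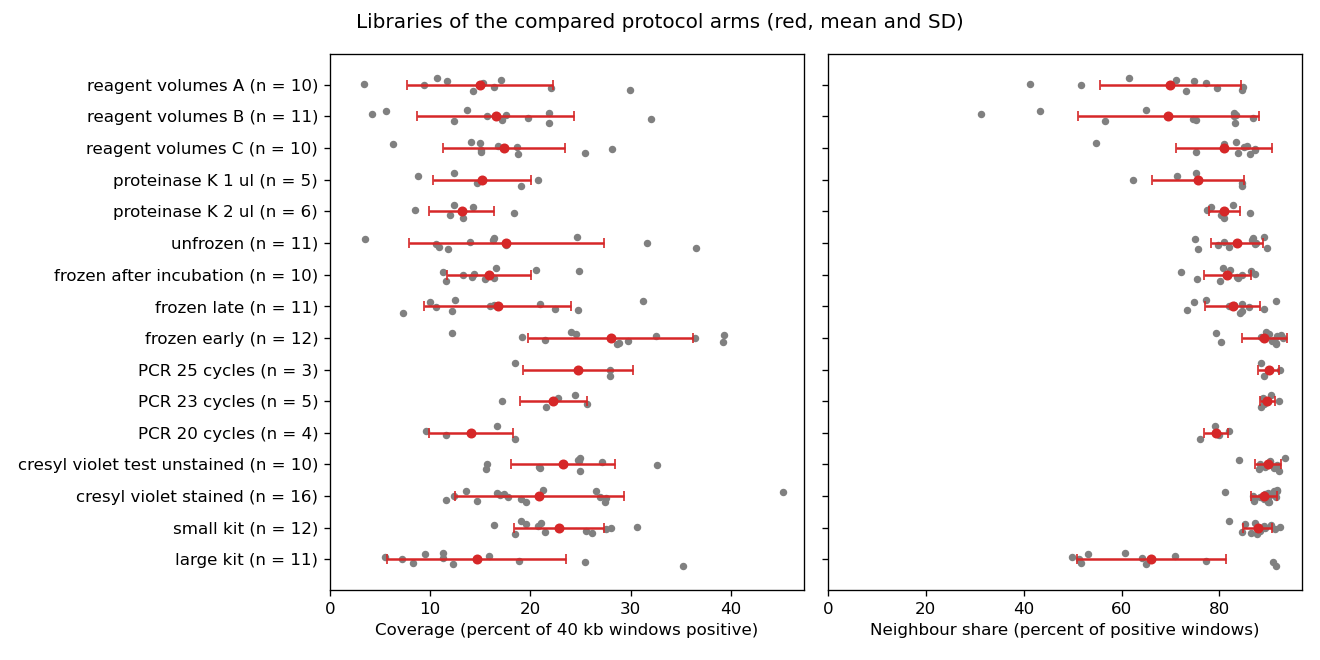
Coverage (percent of listed 40 kb windows positive, left) and neighbour share (percent of positive windows with a positive neighbour, right) of each library (grey) in the 16 compared arms, with the mean and SD of each arm in red. The libraries frozen early had a mean coverage of 28.01%, and the large-kit libraries spread from 49.96% to 91.6% in neighbour share.

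In the PCR experiment, the 4 libraries with 20 cycles had a mean coverage of 14.1% ± 4.18 and a neighbour share of 79.2% ± 2.50. With 23 cycles, the values were 22.3% ± 3.31 and 89.8% ± 1.48 (n = 5), and with 25 cycles 24.8% ± 5.504 and 90.02% ± 2.11 (n = 3). The difference between 20 and 23 cycles in neighbour share was -10.5 points (exact permutation p = 0.0159, adjusted p = 0.0698), with no overlap between the libraries. The difference in coverage was -8.20 points (exact permutation p = 0.0317, adjusted p = 0.116). Neither passed the adjustment. In the form used, the exact test cannot give a p below 0.0571 for 4 against 3 libraries, as between 20 and 25 cycles. For 4 against 5 libraries, as between 20 and 23 cycles, its limit is 0.0159. These limits belong to that form, and an exact test of the absolute difference could give a lower p for arms of unequal size.

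Coverage was 20.9% ± 8.41 (SD, n = 16) in libraries stained with cresyl violet and 23.3% ± 5.18 (SD, n = 10) in unstained ones, a difference of -2.34 points (permutation p = 0.451, adjusted p = 0.638). With medians it was -6.38 points (permutation p = 0.128, adjusted p = 0.256), and without the stained library of highest coverage, with 45.2%, it was -3.96 points, so its size depends on single libraries. The neighbour share differed by -0.746 points (permutation p = 0.511, adjusted p = 0.662). In the reagent volume experiment, the largest difference of means over all libraries was that of protocol C against protocol B in neighbour share, 11.4 points (permutation p = 0.0995, adjusted p = 0.243). Protocol C minus A was 11.0 points (permutation p = 0.0618, adjusted p = 0.17). This order depended on the setting. With medians, C minus A was 10.3 and C minus B 9.04 points, while over autosomes only they were 10.8 and 11.2. Without replicate 2 of protocol C, whose neighbour share of 54.7% lay far below the rest of its group, C minus A was 13.9 points and passed the adjustment (exact permutation p = 0.00318, adjusted p = 0.0233), and C minus B was 14.3 points (exact permutation p = 0.0158, adjusted p = 0.0582). Leaving that library out was chosen after the data were seen. Proteinase K volumes differed by -2.01 points in coverage, 2 µl minus 1 µl (exact permutation p = 0.407, adjusted p = 0.638), a value that ran from -3.59 to -0.595 points with 1 library left out. Freezing after incubation changed coverage by -1.77 points (permutation p = 0.61, adjusted p = 0.746). The remaining contrasts had adjusted p-values of 0.17 or more.

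Coverage and neighbour share were related over all libraries (Pearson r = 0.559, Spearman rho = 0.646, both with permutation p = 1e-05, the smallest the resamples can give). Part of this relation is built in, since the share expected with windows placed at random rises with coverage. It is 13.1% at a coverage of 6.76% and 27.7% at 15.0%. A test against 0 therefore cannot show a relation beyond that. Without the 2 libraries farthest from the median coverage, r was 0.576. Within experiments, Spearman's rho was positive in all 11, from 0.355 to 0.886, and Pearson's r was positive in 9. In the cresyl violet experiment r was -0.139 (permutation p = 0.489, adjusted p = 0.538) and rho 0.415 (adjusted p = 0.0388), and without its 2 libraries of most extreme coverage r was 0.433. In the proteinase K experiment r was -0.0211 (permutation p = 0.953, adjusted p = 0.953), and without its 2 most extreme libraries 0.778.

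To ask whether staining changes which windows are detected, each window was compared between the 16 stained and the 10 unstained libraries of the cresyl violet experiment. Of 59680 windows tested, 0 had an adjusted p under 0.05 and 1555 had an unadjusted p under 0.05, of which 1343 were detected less often in stained libraries and 212 more often. Stratified by tertile of library coverage, 1316 had an unadjusted p under 0.05, 809 less often and 507 more often, and 0 an adjusted one. At this number of libraries, the simulated test found 35% of windows changed to a rate of 0.9 and 0% of those changed to 0.5, so that moderate rises were not detectable. Falls in detection, the more common direction here, were not simulated. The lowest p belonged to a window on chromosome 2 from 131600001 to 131640000, which overlaps no protein-coding gene and was positive in 0 of 16 stained and 8 of 10 unstained libraries (Fisher's exact p = 2.88e-05, adjusted p = 1). The next windows were on chromosome 2 from 79760001 to 79800000 within Pde1a (1 of 16 against 8 of 10, Fisher's exact p = 0.000234), on chromosome 1 from 62080001 to 62120000 in an intron of Pard3b, and on chromosome 2 from 70640001 to 70680000 at the start of Tlk1. The last 2 were each positive in 0 of 16 and 6 of 10 libraries (Fisher's exact p = 0.000912). All 4 had an adjusted p of 1.

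The full collection was compared with the 195 other libraries, a comparison in which stain, plate and protocol are confounded. Of 63543 windows, 0 had an adjusted p under 0.05 and 4186 had an unadjusted p under 0.05, of which 3851 were detected less often in the full collection and 335 more often. Its coverage was 15.8% ± 6.88 (SD, n = 54), below the mean of all libraries. Stratified by tertile of library coverage, 2839 windows had an unadjusted p under 0.05, 1669 less often and 1170 more often, and 0 an adjusted one. The lowest p belonged to a window on chromosome 19 from 51400001 to 51440000, with no gene, which was positive in 0 of 54 and 42 of 195 libraries (Fisher's exact p = 1.79e-05, adjusted p = 0.43). Even absence from the full collection did not pass the adjustment there, so the count of 0 windows cannot exclude falls in detection. The next were on chromosome 6 from 82480001 to 82520000 over the end of Tacr1 and on chromosome 10 from 40280001 to 40320000 at the start of Slc22a16, each positive in 2 of 54 and 58 of 195 libraries. The fourth, on chromosome 2 from 125760001 to 125800000 within Galk2, was positive in 3 of 54 and 62 of 195 libraries (Fisher's exact p = 3.72e-05, adjusted p = 0.463).

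A chromosome with another copy number is sampled at another rate, so detection was compared between chromosomes. Of 21 chromosomes, 6 differed from the other autosomes at an adjusted p under 0.05. Chromosome X was detected in 10.0% and the autosomes in 19.4%, a difference of -9.34 points ± 0.517 (SE over all libraries), with 27 libraries above the autosomal value (permutation p = 1e-05, the smallest the resamples can give, adjusted p = 0.000105). Over windows positive at least once, X was detected in 10.5%. A single copy of X beside 2 copies of each autosome predicts 10.7% from the autosomal value of 20.1%, and the difference from this prediction was -0.211 points ± 0.492 (SE). Chromosome Y was detected in 2.63%, a difference of -16.8 points ± 0.491 (adjusted p = 0.000105), and 83.2% of its 398 windows were never positive.

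Among autosomes, chromosome 11 was 2.62 points ± 0.718 (SE) above the others (permutation p = 0.00027, adjusted p = 0.00142), with 147 libraries above. Chromosome 14 was at -2.56 points ± 0.632 (permutation p = 5e-05, adjusted p = 0.00035), with 83 libraries above. Chromosome 9 differed by 1.81 and chromosome 7 by -1.81 points, each with an adjusted p of 0.0195. Over windows positive in at least 25 libraries, 3 chromosomes remained past the threshold, which were 11 (2.35 points), 14 (-2.20) and X (-7.84). Chromosome 7, of which 9.39% of windows were never positive, then differed by -0.129 points (adjusted p = 0.903) and chromosome 9 by 1.48 points (adjusted p = 0.129). With log2 ratios, 20 of 21 chromosomes had a negative mean with an adjusted p under 0.05. The mean of chromosome 11 was -0.13 (adjusted p = 0.11). In that setting the mean was below 0 for every autosome, since libraries in which a chromosome was hardly sampled give large negative logarithms. The sign on that scale therefore cannot tell whether an autosome lay above or below the others. By rank, chromosome 11 still had the highest mean of the autosomes, followed by chromosome 9 (-0.241). Chromosome 14 had the lowest (-0.677).

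**Figure D2:**
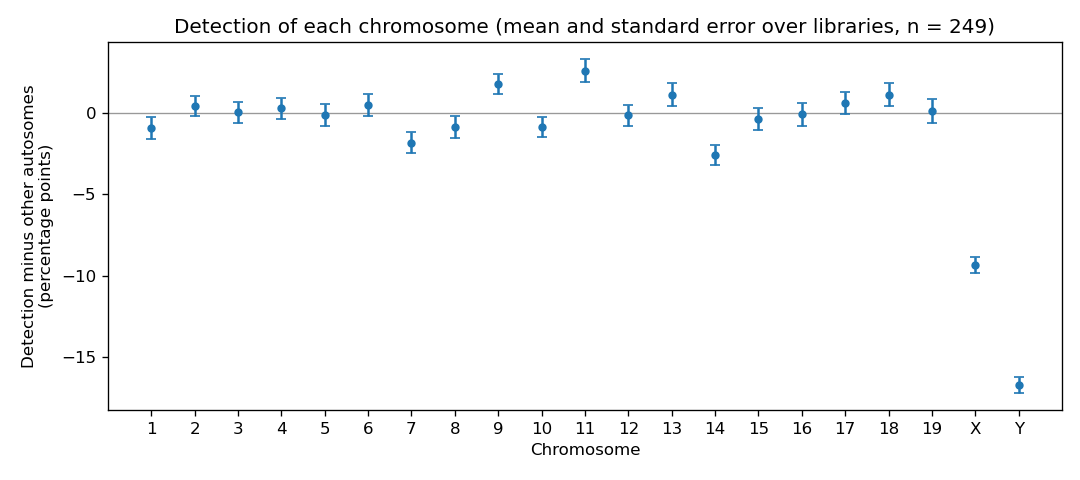
Percent of each chromosome's windows positive minus that of the other autosomes, in percentage points, as the mean and standard error over all libraries. Chromosome X lay at -9.34 and chromosome Y at -16.8 points, and the autosomes between -2.56 and 2.62.

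To ask whether 1 batch of cells carried another copy number, the same differences were compared across experiments. Of 21 chromosomes, 2 differed, chromosomes 5 and Y (each with an adjusted p of 0.0063). Chromosome 5 ranged from -9.36 points in the PCR experiment to 3.92 in the full collection. Without the full collection, 0 of 21 chromosomes had an adjusted p under 0.05. The percent of Y windows positive, without the subtraction of the autosomal percent, did not differ between experiments (F = 0.485, permutation p = 0.903).

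Detection rose with GC content. Across 59463 autosomal windows, which are not independent replicates, the number of libraries in which a window was positive was related to its GC content (Pearson r = 0.37, Spearman rho = 0.451). The tenth of windows with the lowest GC content (mean 36.2%) was positive in 43.6 ± 9.0 (SD) libraries and the highest (mean 49.9%) in 55.8 ± 8.07. Within libraries, the correlation was positive in 216 libraries, with a median of 0.0417. Against windows of other autosomes with the same GC content, a comparison chosen after the differences between chromosomes were seen, chromosome 11 was higher by 1.84 points ± 0.737 (SE, permutation p = 0.0127, adjusted p = 0.121 over the autosomes) and chromosome 14 differed by -2.46 points ± 0.651 (permutation p = 0.00025, adjusted p = 0.00475).

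The most often detected autosomal window, on chromosome 2 from 98480001 to 98520000, was positive in every library and overlaps Gm10801 and Gm10800. The next, on chromosome 9 from 3000001 to 3040000, was positive in 247 libraries and overlaps 12 protein-coding genes, all with predicted names such as Gm10722. In all, 75 autosomal windows were positive in over 100 libraries. No upper limit of detection was set for coverage or for the maps. No explanation was tested for such high rates, so they say nothing about the genes named. The least often detected windows lie at the minimum of 25 libraries set for the maps, which 50 windows shared. The first of these by position were on chromosome 1 from 56560001 to 56600000 and from 97720001 to 97760000, and neither overlaps a protein-coding gene.

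Contact maps held 61442 windows. Of the 4167 windows of chromosome X, 2412 were kept, since X windows were detected about as often as the minimum of 25 libraries (median 26 libraries, over those ever positive). Maps from random equal splits of the libraries had a mean correlation of z-scores of r = 0.0746 ± 0.00231 (SD over 20 splits). With the positions of one map shifted, r was -0.000328 ± 0.00599. The correlation is across window pairs, which are not independent. In a comparison added to the planned ones, it rose with the number of libraries per map, from 0.00888 with 20 and 0.0323 with 60 to 0.0579 with 100 libraries. The setting that moved it most was co-segregation frequency in place of D′, with r = 0.239. That frequency is not corrected for how often each window is detected, so its correlation can also reflect detection shared by both maps. Means over blocks of 5 by 5 windows, an alternative chosen after the data were seen, gave r = 0.166 ± 0.00664, and the insulation score, computed later as well, r = 0.254 ± 0.0178.

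The map of the full collection was compared with maps of 54 other libraries, to ask whether it matched the pilot libraries as well as random sets match each other. The mean correlation was 0.0264 ± 0.00304 (SD over 20 draws), against 0.0273 ± 0.00367 for 100 random pairs of sets of 54 libraries. A share of 0.416 of random pairs, the real one included, had a correlation as low. The real value is a mean over draws and the random values are single pairs, so this share cannot rule out a small difference. The difference of -0.000954 changed its sign with co-segregation frequency, where it was 0.00904 (share 0.743).

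The study merged single-profile libraries in silico to see how more profiles per tube affect contact maps. It found the resulting matrices to be highly correlated. Here, libraries that already pooled several profiles were merged, so a merged tube held more profiles on average than one of the study. Each map was compared with a map of other libraries, a different measure, so the values do not test the result of the study. Maps from 124 unmerged libraries had a correlation of 0.0745 ± 0.00265 (SD over 20 draws) with the map of the remaining libraries. Merging 2, 3 and 4 libraries per tube gave 0.0585, 0.0455 and 0.0349, with 62, 41 and 31 tubes. As many single libraries gave 0.0491, 0.0381 and 0.03. Tubes of merged libraries had the higher correlation in 20, 19 and 17 of the 20 draws. With 3 libraries per tube the mean difference was 0.00733 ± 0.00546 (SD over draws), and mean coverage was 44.3%. With co-segregation frequency in place of D′ the correlation hardly fell on merging, from 0.239 unmerged to 0.241, 0.236 and 0.229 with 2, 3 and 4 libraries per tube. As many single libraries then gave 0.182, 0.151 and 0.129, below the merged tubes in 20 of 20 draws each. Since co-segregation frequency is not corrected for the detection of each window, these values do not measure the precision of contacts alone.

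**Figure D3:**
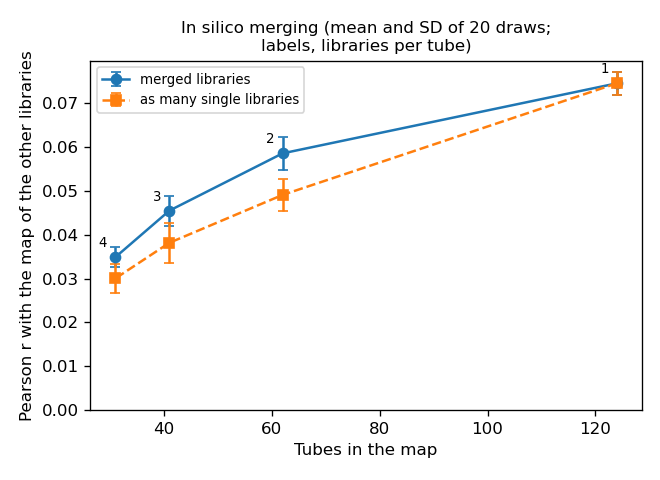
Pearson correlation of a contact map with the map of the remaining libraries, by the number of tubes in the map (mean and SD of 20 draws), for merged libraries (blue, labelled with the libraries per tube) and as many single libraries (orange). With 2 libraries per tube, 62 merged tubes reached 0.0585 and 62 single libraries 0.0491.

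Mean D′ fell with distance. It was 0.625 ± 0.00697 (bootstrap SE) at 40 kb, 0.481 ± 0.00598 at 200 kb, 0.323 ± 0.00481 at 1 Mb and 0.188 ± 0.00526 at 4 Mb, with an SD between autosomes of 0.005 at 40 kb and 0.0106 at 4 Mb. Pairs on different chromosomes, used as background, had a mean of 0.0169 ± 0.00964, and both windows of such a pair were positive in 4.79% of libraries on average. Of the alternatives, removing negative D′ moved the value at 4 Mb most, to 0.191.

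**Figure D4:**
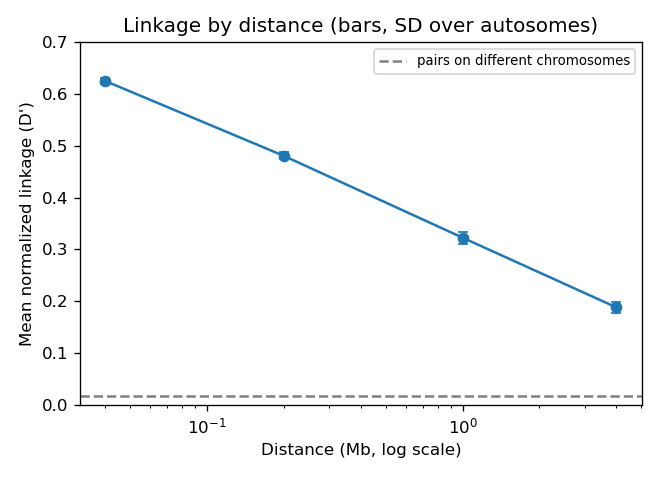
Mean normalized linkage D′ of window pairs by distance in Mb (log scale), with the SD over autosomes as bars and the mean of pairs on different chromosomes as a dashed line. The mean fell from 0.625 at 40 kb to 0.188 at 4 Mb, above the background of 0.0169.

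On autosomes, 2488 domain boundaries were called, with a median spacing of 880 kb. Of the boundaries called from one of 2 equal sets of libraries, 24.3% ± 0.868 (SD over 20 splits) lay within 1 window of a boundary from the other set, against 12.3% ± 0.691 for shifted positions. With a square of 200 kb, the share was 35.2% against 24.6% for shifted positions.

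In the region around Sox2 on chromosome 3 (30 to 39 Mb), 297 of 16560 pairs had a z-score above 1 in both sets of the first split. The highest joined the window from 34200001 to 34240000, within the noncoding gene Sox2ot, with that from 35360001 to 35400000, which overlaps no annotated gene. They were positive in 52 and 60 libraries and together in 38, where independence predicts 12.5. Their D′ was 0.645 ± 0.074 (bootstrap SE), against 0.309 ± 0.089 (SD) for pairs at this distance of 1.16 Mb, a z-score of 3.77. The second joined the window from 34480001 to 34520000, 28.9 kb from Sox2, with that from 35400001 to 35440000 (D′ 0.655 ± 0.0716, z-score 3.55). These pairs were chosen for high values, so their z-scores are larger than new libraries would give on average.

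**Figure D5:**
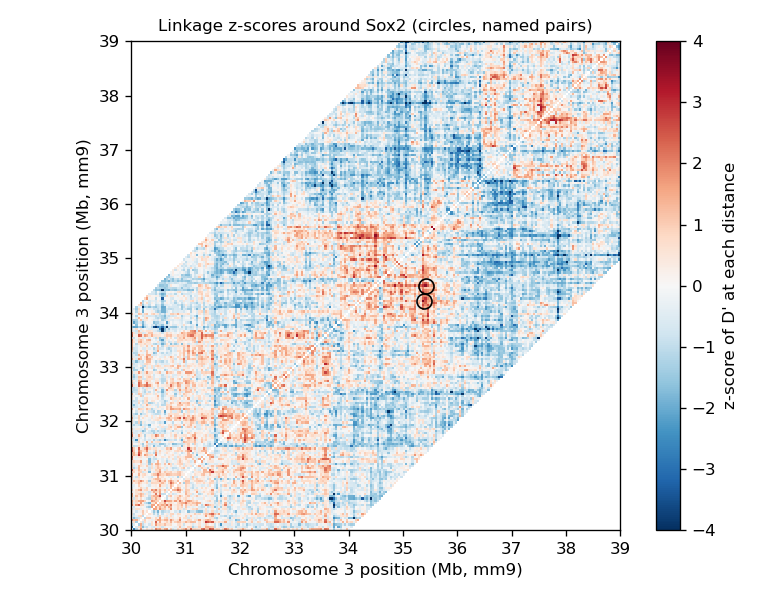
Distance-wise z-scores of D′ between windows of chromosome 3 from 30 to 39 Mb (mm9), for pairs up to 4 Mb apart, with the named pairs circled. The circled pairs have z-scores of 3.77 and 3.55.

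On chromosome 4, the highest pairs joined the windows from 83800001 to 83840000 and from 83720001 to 83760000, in which no protein-coding gene lies, with the window from 84760001 to 84800000 over the end of Cntln. Their D′ values were 0.778 ± 0.0664 and 0.75 ± 0.0711 (z-scores 4.65 and 4.44). On chromosome 6, the windows from 51120001 to 51160000 and from 51160001 to 51200000, without a protein-coding gene, were joined with the window from 52760001 to 52800000 within Jazf1 (z-scores 3.80 and 3.56). On chromosome 11, the window from 86240001 to 86280000 was joined with that from 90240001 to 90280000 at the start of Hlf, 4 Mb away (D′ 0.528 ± 0.0935, z-score 3.86). The other pair there joined the window from 88080001 to 88120000, which holds 1700106J16Rik, with that from 88800001 to 88840000, which holds Scpep1 and Coil (D′ 0.665 ± 0.0915, z-score 3.48).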

Values the study reported

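The study described 249 multiplex libraries with 3 nuclear profiles each on average, in which 18% of windows of 40 kb were detected on average. It gave 7% for single-profile data and 20% for in silico combinations of 3 profiles. The detection efficiency at 40 kb was stated as 89%, with 80% of windows found in 40 libraries or more. For the 481 single-profile libraries, the corresponding values were 93%, and 80% of windows found 28 times or more.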

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

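The tests in this part were chosen after the results they address were seen. The neighbour share of 2 libraries lay far from the rest of their group. Only the 9 groups of 4 to 10 libraries were screened for the highest and lowest library, in 18 tests of group and measure. These gave 2 such cases, where 0.9 are expected by chance. The other 11 groups, which were larger or smaller, were not tested and hold libraries that also lie far out. In the full collection the neighbour share fell to 33.2%, with a group mean of 80.8%, and among libraries stained with cresyl violet the coverage rose to 45.2%, with a group mean of 20.9%. So these 2 cases are not all the extreme libraries of the table. Replicate 2 of the SYBR Gold test had a neighbour share of 49.3%, while the nearest of the other 9 libraries had 73.3% and their mean was 83.7%. Its coverage of 6.76% was the lowest of its group, whose other libraries averaged 17.2%. Replicate 2 of reagent volume protocol C had a neighbour share of 54.7%, the nearest library had 75.3% and the mean of the others was 83.9%. Its coverage was 15.0%. Low coverage was tested as the cause by counting libraries with a coverage within 2 percentage points whose neighbour share was as low. This held for 2 of 71 libraries over both cases. The joint count decides nothing for the pair, since 53 of the 71 were compared with the reagent volume library. The coverage of that library was not far below its group, whose other libraries averaged 17.6%. Both libraries that were as low belonged to the 18 compared with the SYBR Gold library. It lay -18.8 points from the mean of the 18 (SD 15.7), so for that library low coverage may still account for the value. For the reagent volume library, 0 of 53 libraries were as low, and it lay -28.4 points from their mean (SD 6.35). For that library alone the values argue against coverage as the cause. These readings for each library alone were made after the joint count. Poor DNA extraction and stray reads stay open and were not tested, and no biological explanation was tested.

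The single mitochondrial window was positive in 247 libraries, all but 2 of the collection. It counted as 1 of the listed windows in coverage and in the window test of the full collection, and was not examined on its own. No explanation was tested for it.

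On chromosome Y, 67 of 398 windows were positive in at least 1 library. Of the 331 Y windows that were never positive, 330 consist mostly of unknown bases in the assembly. A candidate explanation for the positive windows is 1 copy of chromosome Y per cell, in which case the median of these windows would be detected about as often as the median X window. The median was 31 libraries, just outside the middle range of X windows (22 to 30 libraries, median 26). The middle range of the Y windows themselves was 18.5 to 39.5 libraries and holds the X median, so the test decides nothing and 1 copy stays open. In 4 of the Y windows at least 140 libraries were positive. Without them the median of the other 63 windows was 30 libraries, 1.15 times the X median. That second reading was made after the first and decides nothing, since it sets aside the windows that depart most. Reads from sequence repeated elsewhere in the genome stay open for the 4 windows and were not tested. A biological explanation other than copy number was not tested.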

How the results depend on the processing

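The mean over blocks of 5 by 5 windows, the correlation of the insulation score and the leaving out of each library in arms of more than 5 were chosen after the data were seen. All other alternatives were chosen before. The coverage and neighbour share differences across experiments stayed past the threshold in all 4 alternatives each, with F from 2.98 to 3.57 for coverage and from 6.16 to 7.96 for the neighbour share.

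Of 55 values of coverage contrasts under alternatives, 50 kept their direction and side of the threshold, as did 44 of 55 for the neighbour share. With medians, the coverage difference between early and late freezing was 12.7 points (adjusted p = 0.0917, range over its alternatives 0.0262 to 0.0917), and the neighbour share difference between the kits was -23.7 points (adjusted p = 0.0917, range 0.00242 to 0.0917). Both were then no longer past the threshold. Other differences passed it in some settings only. The coverage difference between the kits did so over autosomes (-9.02) and on the logit scale (-0.673), and the neighbour share difference between early and late freezing over autosomes (6.60) and over windows positive in at least 25 libraries (6.53). The cause was not tested for any of these.

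Some directions reversed. With medians, protocol C minus B in coverage was -1.24 and protocol B minus A in neighbour share 1.31. Among libraries with at least 5% coverage, these were -0.408 and 0.21. Subtracting the neighbour share expected with windows placed at random reversed 6 contrasts, to 0.234 for freezing after incubation, -10.9 for early freezing, 3.44 for 23 minus 25 cycles, 6.36 for 20 minus 25 cycles, 2.92 for 20 minus 23 cycles and 3.33 for cresyl violet. None of these values passed the threshold, and the reversals follow from the construction, since the expected share rises with coverage.

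Leaving out each library in turn, 167 of 190 coverage values and 173 of 190 neighbour share values kept their direction and side of the threshold. For contrasts of few libraries this says little about stability. With the 3 to 5 libraries of the PCR arms, the exact tests in the form used can hardly pass the threshold with or without a library. The sizes moved widely in the small arms. The proteinase K difference was -3.59 to -0.595 points in coverage, against -2.01 with all libraries, and 2.03 to 7.62 in neighbour share, against 5.36. For 23 minus 25 cycles, coverage was -5.65 to -0.875, against -2.48. For 20 cycles, the coverage difference was -13.9 to -9.08 against 25 cycles and -9.67 to -6.71 against 23 cycles, and the neighbour share difference -11.7 to -9.57 and -11.5 to -9.45.

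The coverage difference between early and late freezing was 10.2 to 12.7 points, and its adjusted p rose above the threshold in 14 of 23 cases (0.00759 to 0.0556). The neighbour share difference was 5.46 to 7.30 points and passed the threshold in 4 of 23. Between the kits, coverage differed by -10.3 to -7.34 points, past the threshold in 3 of 23, and the neighbour share by -24.3 to -20.2, past it in all 23 (adjusted p 0.00088 to 0.00792). For cresyl violet, coverage was -3.96 without replicate 4 of the stained libraries and -1.30 without replicate 6 of the unstained ones, and the neighbour share -1.40 to -0.216. Protocol C minus A was 1.05 to 4.01 in coverage and 7.76 to 13.9 in neighbour share, where 1 of 20 cases passed the threshold, the one without replicate 2 of protocol C, a library with a neighbour share far below its group (adjusted p = 0.0233), and protocol C minus B was 7.55 to 14.3 in neighbour share. Freezing after incubation was -2.87 to -0.949 in neighbour share.

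Some contrasts had no stable direction. Protocol B minus A was -0.0329 to 3.18 in coverage, reversed in 1 of 21 cases, and -3.61 to 3.41 in neighbour share, reversed in 9. Protocol C minus B was -0.408 to 2.38 in coverage, reversed in 4 of 21, and freezing after incubation -3.17 to 0.125, reversed in 1. The neighbour share of 23 minus 25 PCR cycles ranged from -1.01 to 0.969, reversed in 3 of 8. It was 0.00553 without replicate 2 and 0.104 without replicate 5 of 23 cycles, and 0.969 without replicate 2 of 25 cycles.

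The number of windows at an adjusted p under 0.05 was 0 in all 5 alternatives of the window tests, with 1316 to 4125 windows at an unadjusted p under 0.05. Stratifying by coverage brought the windows detected less often from 1343 of 1555 to 809 of 1316 for cresyl violet and from 3851 of 4186 to 1669 of 2839 for the full collection. The number of chromosomes that differ changed from 6 to 20 with log2 ratios in the 244 libraries with at least 5% coverage. Log2 ratios weigh libraries with few positive windows more, and this setting also left out libraries, so the 2 changes cannot be separated. The number changed to 3 over windows positive in at least 25 libraries. The chromosomes no longer past the threshold were then 7 (-0.129 points, adjusted p = 0.903, against -1.81 over all windows), 9 (1.48 points, adjusted p = 0.129) and Y (0.313 points, adjusted p = 0.903, with its direction reversed). The filter removes most of the Y windows. On chromosome 7 it removes the 9.39% of windows that were never positive, the highest share of the autosomes. Over windows with few unknown bases, chromosome 7 differed by -1.05 points ± 0.694 (SE), and by -1.51 ± 0.694 after GC matching. Windows that were never positive may therefore account for part of its difference. For chromosome 9 the cause was not tested. Across experiments it fell from 2 to 0 without the full collection, which leaves fewer libraries. Whether that accounts for the change was not tested.

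The correlation of maps from random splits was 0.0805 with a minimum of 40 libraries per window, 0.0911 with a minimum of 1, 0.239 with co-segregation frequency and 0.166 over blocks. The comparison of the full collection reversed with co-segregation frequency (0.00904). It lay inside the spread of random pairs in each setting, but that spread is of single pairs and the real value a mean over draws. Merged tubes of 3 libraries gave 0.0522 with a minimum of 1, against 0.0908 unmerged. With co-segregation frequency they gave 0.236, against 0.239 unmerged, so the fall of the correlation on merging seen with D′ nearly vanished. Co-segregation frequency also carries the detection of each window, so this does not show that contacts were kept. The cause was not tested for these. Mean D′ changed by less than the spread between autosomes in all 12 values. The share of matched boundaries was 35.2% with a square of 200 kb, 16.0% with 800 kb, 19.7% with a prominence of 1 SD and 36.1% with matching within 2 windows, against 24.6%, 6.37%, 8.22% and 20.6% for shifted positions, which move with the number of boundaries and the width of the match.

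The number of libraries limits the maps. Between maps from equal splits of the libraries, the correlation of single window pairs was 0.0746, so that the values of single pairs in such maps are imprecise. The map of all libraries rests on more libraries than each of these, and its own precision was not measured.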

Other observations

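The tests of GC content for single autosomes and of the Y chromosome across experiments were chosen after their results were seen, and so were the counts for each further experiment against the rest and the simulated carry-over. The other tests in this part were chosen before.

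The window tests were repeated on random splits of the same libraries. For the cresyl violet experiment, 100 of the 100 splits of the 26 libraries gave as many windows at an adjusted p under 0.05 as the real one, which gave 0, and 30 gave as many at an unadjusted p (median 1218 windows, real split 1555). For the full collection, 100 of 100 splits gave as many adjusted windows as the real one, again 0, and 2 of 100 gave as many unadjusted ones (median 2461, real split 4186). Those 2 include the real split. Both real splits gave 0 adjusted windows and no split can give fewer, so the adjusted counts decide nothing. Each of the 10 other experiments was also compared with all remaining libraries. The cresyl violet experiment had 10 windows at an adjusted p under 0.05, all detected more often, and the early freezing experiment 1. The other 8 had 0, with 777 to 4304 windows at an unadjusted p under 0.05. Coverage also differs between these experiments, so no cause can be assigned.

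Chromosome X was detected at the rate that 1 copy per cell predicts, with a difference of -0.211 points ± 0.492 (SE), while its difference from the autosomes was -9.56 points ± 0.558. This is consistent with 1 copy of X per cell, and lower mappability of X was not tested.

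Chromosome 11 was detected more often than the other autosomes. Extra copies in part of the cells may explain this, in which case the excess would run along the chromosome. In 9 of 10 equal parts of chromosome 11 the median window was detected more often than the median autosomal window. This decides nothing, since the chromosome was chosen for its excess and most of its parts then lie above the median by selection, and no number of parts was set in advance as a cut-off. In the other part, the median window was positive in 49 libraries, against 50 for autosomes. With 3 copies in all cells the detection would be 27.2%, and 21.9% was observed. GC content was tested by matching windows. The excess was then 1.84 points ± 0.737 (SE), beyond 2 SE, which argues against GC content as its whole cause. The adjusted p of 0.121 over the autosomes did not pass the threshold, so the evidence left after matching is weak. Extra copies in part of the cells stay open.

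Chromosome 14 had the lowest detection of the autosomes, and after GC matching its difference was -2.46 points ± 0.651 (SE, adjusted p = 0.00475), which argues against GC content as the whole cause. Its position in the nucleus, mappability and copy number were not tested.

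The difference of chromosome Y between experiments may come from library coverage, since the autosomal percent is subtracted. The percent of Y windows alone ranged from 2.06 to 3.34 between experiments and did not differ (permutation p = 0.903), as this explanation needs. For chromosome 5, no explanation was tested.

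Carry-over of reads between wells could raise the overlap of libraries in adjacent wells. The correlation of their positive windows, over 306 pairs, minus that of 3140 other pairs on the same plate was -4.05e-05 (permutation p = 0.36, one-sided). With wells permuted within plate and group the mean of this difference was -0.00045 (SD 0.00117), so the real value lay 0.00041 above it, less than 1 SD. Carry-over was then put into the table by making a share of the positive windows of each adjacent well positive. A share of 1% raised the difference by 0.0159 and 0.2% by 0.00328, both detected in 20 of 20 simulations, while 0.1% raised it by 0.00165 and was detected in 1 of 20. The values argue against a carry-over of 0.2% or more of the positive windows between adjacent wells, and a smaller one stays open.

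Windows at domain boundaries held 0.493 transcription start sites on average, against 0.354 for boundaries at shifted positions (permutation p = 0.001, the smallest that 1000 shifts can give). GC content was tested as a cause. Boundary windows held 0.123 more start sites than windows with the same GC content (permutation p = 0.001, the smallest the shifts can give), which argues against GC content as the whole cause. An association of boundaries with active genes may account for the excess, and was not tested further.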
